A study of Mus musculus with 4 samples.

How the data were processed

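TrAEL-seq, which captures free 3′ ends of DNA and so reads the strand on which ends lie at replication forks, was performed on mouse embryonic stem cells (line 129S6/SvEvTac), per the labels' protocols. The 4 libraries were grouped by genotype and replicate as the labels give them. There were 2 wild-type (WT) libraries and 2 libraries from cells lacking Snf2h (Snf2h KO), the ATPase of ISWI chromatin remodelling complexes. The labels place all libraries in a single sequencing lane and name no batch of culture or library preparation, so such batches were not analysed here. The index sequence of WT replicate 2 differs between its label and its column name, whereas the other libraries carry a single index in both places.

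The deposited table holds 109033 windows of 100 kb spaced 25 kb, with a value per window and library. Per the file headers, the authors aligned reads with bowtie2 to GRCm38 together with an rRNA sequence and deduplicated them, separately for each library. The deposited values are a signed strand imbalance in percentage points, written here as points and called polarity, which lay between -50 and 50 with 16 values at the bound. The program that computed the values, the strand counted as positive and any minimum number of reads per window are not stated in the headers or labels. The table gives no read counts. Depth was not estimated from the values, and no confidence interval or detection floor was computed. The number of windows without a value was taken as the only measure of coverage. All columns of values were used.

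Analyses used windows of full length on the 19 autosomes with a value in all 4 libraries. Summaries per library and tests per window used only windows spaced 100 kb, which gave 23672 windows that do not overlap. The profile was otherwise taken over the 94694 overlapping windows. Replicate spread is the SD between libraries of a genotype (n = 2), and beside a difference it is the SD pooled over both genotypes. The shared-signal SD is the square root of the covariance of the replicates over windows, which leaves out noise that is independent between them. The local residual SD is the SD, over these windows, of each value minus the mean of the values of its neighbours on either side.

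Windows that differ between genotypes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited scale, with Benjamini-Hochberg adjustment and a threshold of 0.05. Values per library were compared with exact two-sided permutation tests. The 4 libraries allow 6 label orders, so the smallest p-value is 0.333, and these tests cannot reach 0.05. Measures over pairs of libraries were compared over the 3 splits into 2 and 2, for which the smallest p-value is also 0.333. The replicate numbers of the labels are shared by the genotypes, and a fit with the replicate number as a block was therefore made as well. Windows to be named were the 5 with the largest absolute difference among those past the threshold whose KO values both lay on the same side of both WT values.

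Rising and falling segments were called on a running mean of 5 windows, between a local extremum and the next, where the profile changed by at least 1 SD of that library. Segment ends are midpoints of windows. Common segments were called in the same way on the mean profile of all 4 libraries, and the 3 with the largest rise were to be named. A segment counted as shared by a pair of libraries when its midpoint lay within 100 kb of the midpoint of a rising segment of the other library. Genes were taken from a RefSeq table of the GRCm38.p6 assembly, which gives gene intervals; exon positions and the genome sequence were not used here, so GC content was not analysed here. Expression of Snf2h was not analysed here, and the genotypes are those of the labels.

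The groups, tests, window set, thresholds, naming rules and most alternatives were chosen before the data were examined. Alternatives were overlapping windows, the X chromosome, removal of windows in the outer 0.5% at either end, standardising or centring of each library, an atanh scale, the replicate block, limma's trend and robust options, other thresholds, other running means, other rises and omission of each library in turn. Standardising together with the block, division by the mean rise, the alternatives for mean segment lengths, and the test of differing segments with its alternatives were chosen after seeing the data. On simulated data with 200 of 23672 windows shifted by 30 points, the limma test recovered 199 (99.5%) with 3 false calls on the deposited scale. After standardising it recovered 200 with 5 false calls. The simulated noise was Gaussian, independent between windows and of equal SD within a library. These counts therefore do not give the error rate on the real data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.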

Results

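Replication profiles of mouse embryonic stem cells with and without the chromatin remodelling ATPase Snf2h were measured by TrAEL-seq, in 2 WT and 2 Snf2h KO libraries. The profile is the strand imbalance of captured DNA 3′ ends (polarity, in percentage points from -50 to 50) in 100 kb windows every 25 kb along GRCm38. Of 109033 windows, 7641 and 7717 had no value in WT replicates 1 and 2, and 8064 and 8249 had none in KO replicates 1 and 2. KO libraries thus had on average 477.5 more windows without a value (replicate SD 100.0; exact permutation p = 0.333, the smallest that 2 against 2 libraries allow). The table gives no counts and read depth was not estimated, so a difference in depth between the genotypes was not excluded.

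The first question was whether the balance and amplitude of the profile differed between the genotypes. Over 23672 autosomal windows that do not overlap, mean polarity was close to 0 in every library. It was -0.140 ± 0.0235 points in WT (SD, n = 2) and -0.180 ± 0.0227 points in KO (SD, n = 2), a difference of -0.0404 points (exact permutation p = 0.333). The SD of polarity over windows, a measure of amplitude, was 14.6 and 12.8 points in WT replicates 1 and 2. It was 19.5 points in KO replicate 1 and 14.5 points in KO replicate 2. The genotype means were 13.7 ± 1.27 and 17.0 ± 3.48 points (SD, n = 2 each). Their difference of 3.26 points was larger than the pooled replicate SD of 2.62 points, but KO replicate 2 lay between the WT libraries (exact permutation p = 0.667). The alternatives that moved this difference the most were omission of KO replicate 1, which gave 0.796 points, and of KO replicate 2, which gave 5.72 points. Replicate 1 had the higher SD in both genotypes, and within same-numbered pairs the ratio of KO to WT SD was 1.33 for replicate 1 and 1.13 for replicate 2. Across numbers it was 1.52 for KO replicate 1 over WT replicate 2 and 0.993 for KO replicate 2 over WT replicate 1. The ratio of KO to WT mean SD ranged from 1.18 on chromosome 19 to 1.26 on chromosome 11, with KO replicate 1 above both WT libraries on all 19 autosomes. KO replicate 2 lay between the WT libraries on 15 of them.

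**Figure D1:**
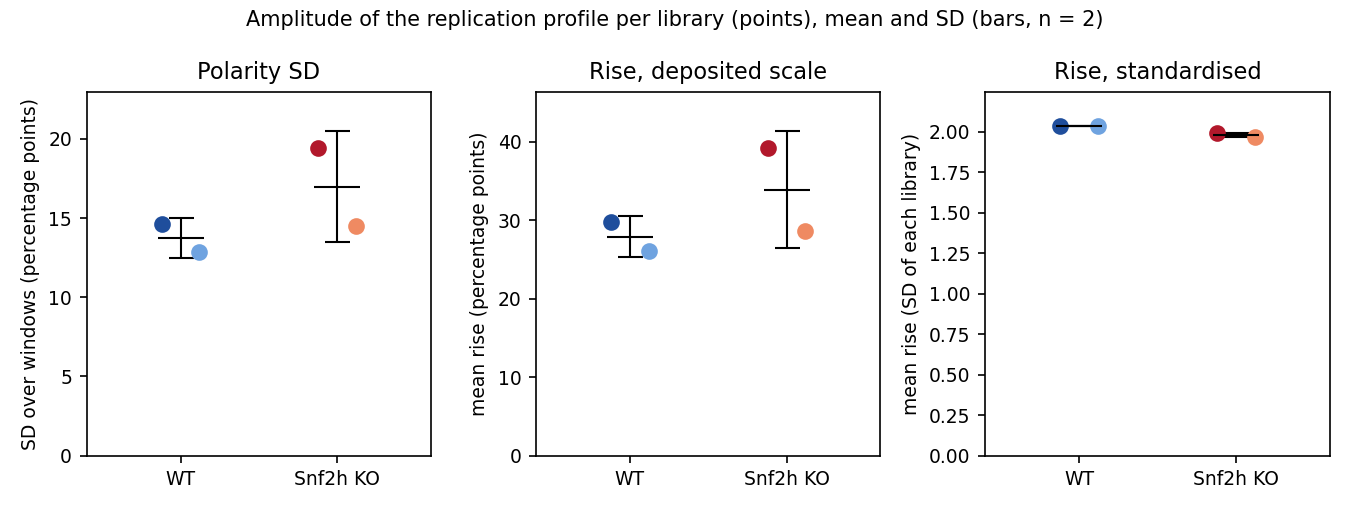
Amplitude of the replication profile per library: SD of polarity over windows (percentage points), mean rise over common rising segments (percentage points) and the same rise in units of each library's SD, with each point a library, replicate 1 to the left, and bars the mean and SD of the genotype (n = 2). KO replicate 1 is the highest library on the deposited scale, at 19.5 points of SD and 39.1 points of rise, and the 4 libraries lie between 1.97 and 2.04 once standardised.

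Noise that is independent between replicates was then removed from the amplitude. The shared-signal SD was 13.3 points in WT and 16.1 points in KO, a ratio of 1.21, with a single value per genotype and no test. The SD of the difference between replicates was 5.05 points in WT and 8.60 points in KO. The local residual SD was 8.09 and 7.52 points in WT and 10.6 and 9.18 points in KO, a difference of 2.06 points that exceeded the replicate SD of 0.746 points (exact permutation p = 0.333). As a share of each library's SD of polarity the residual was 57.0% ± 2.31 in WT and 58.7% ± 6.32 in KO (SD, n = 2 each; exact permutation p = 1).

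Similarity of the whole profile was compared within and between genotypes. Pearson's r across windows, which are not independent replicates, was 0.941 between the WT libraries and 0.912 between the KO libraries. Between genotypes, r was 0.917 and 0.905 for KO replicate 1 with WT replicates 1 and 2, and 0.875 and 0.865 for KO replicate 2. KO replicate 1 thus had a slightly higher r with WT replicate 1 than with the other KO library. Noise lowers r, and KO replicate 2 had the highest local residual share of its SD, 63.2%. This order therefore does not show that the profile of KO replicate 1 was closer to WT. The mean r was 0.926 within and 0.891 between genotypes, and the difference of 0.0359 was the largest of the 3 splits (exact permutation p = 0.333).

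Single windows were tested to find where the genotypes differed. Of 23672 windows, 13 had an adjusted p-value under 0.05 in limma, 8 higher and 5 lower in KO, and 2889 had an unadjusted p-value under 0.05. KO polarity was farther from 0 than WT polarity in 10 of the 13, but in 43 of the 88 windows called after standardising and in 394 of the 856 called with the block and standardising. The windows were on chromosomes 14 (4 windows), 4 (3 windows), 3 (2 windows) and 1, 8, 12 and 13 (1 window each). With the replicate number as a block, 630 windows passed, 313 higher and 317 lower in KO; the deviations of same-numbered libraries from their genotype means correlated at 0.241 on the deposited scale and at 0.0158 after standardising. The alternative that moved the count most was the block together with standardising, with 856 windows (416 higher and 440 lower). With each library standardised and no block, 88 windows passed (48 higher and 40 lower), and these included all 13. Because the deviations then correlated at only 0.0158, the replicate number can explain little of the rise from 88 to 856. The counts with the block therefore do not show that pairing reveals more differences. On an atanh scale no window passed (count 0), with 2660 at an unadjusted p-value under 0.05.

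Of the 5 windows with the largest differences, 3 lay on chromosome 14 in GRCm38. At 68800001 to 68900000, polarity was -12.0 ± 3.09 points in WT and 28.5 ± 1.90 points in KO (SD, n = 2 each), a difference of 40.5 points (SE 4.56; limma adjusted p = 0.000471). This window holds the lncRNA gene Gm31281 and the pseudogene Gm47256. An adjacent pair of windows changed in the opposite direction. At 68400001 to 68500000, polarity was 13.7 ± 5.69 points in WT and -23.0 ± 6.54 points in KO, a difference of -36.7 points (SE 4.88; limma adjusted p = 0.00219). At 68500001 to 68600000, the values were 6.40 ± 1.42 and -31.5 ± 6.38 points, a difference of -37.9 points (SE 4.71; limma adjusted p = 0.00117). The protein-coding gene Adam7 overlaps both windows of the pair, and Adamdec1 lies in the window from 68500001. The lncRNA genes Gm41190 and Gm31227 lie in the window from 68400001, and Gm41191 in the other. KO libraries lay on the same side of both WT libraries in 6 of 6 overlapping neighbour windows for the windows from 68800001 and 68400001, and in 5 of 6 for the window from 68500001.

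On chromosome 4 at 23800001 to 23900000, which overlaps the lncRNA gene Gm31145, polarity was -1.76 ± 2.17 points in WT and 30.1 ± 5.60 points in KO. The difference was 31.8 points (SE 4.68; limma adjusted p = 0.00569), and 6 of 6 overlapping neighbours were separated in the same direction. On chromosome 13 at 22900001 to 23000000, polarity was -11.5 ± 8.40 points in WT and 21.4 ± 6.73 points in KO, a difference of 32.9 points (SE 5.08; limma adjusted p = 0.00951). RefSeq lists only pseudogenes in that window, Vmn1r-ps120 and Vmn1r-ps123 among them, and only 3 of its 6 overlapping neighbours were separated in the same direction. In the window that starts 25 kb earlier, at 22875001, KO replicate 1 had -11.9 points and WT replicate 1 had 16.1 points, the opposite order. Each of the 5 windows passed the threshold in limma under 9 of 10 alternatives and failed it on the atanh scale, where their adjusted p-values lay between 0.192 and 0.385.

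**Figure D2:**
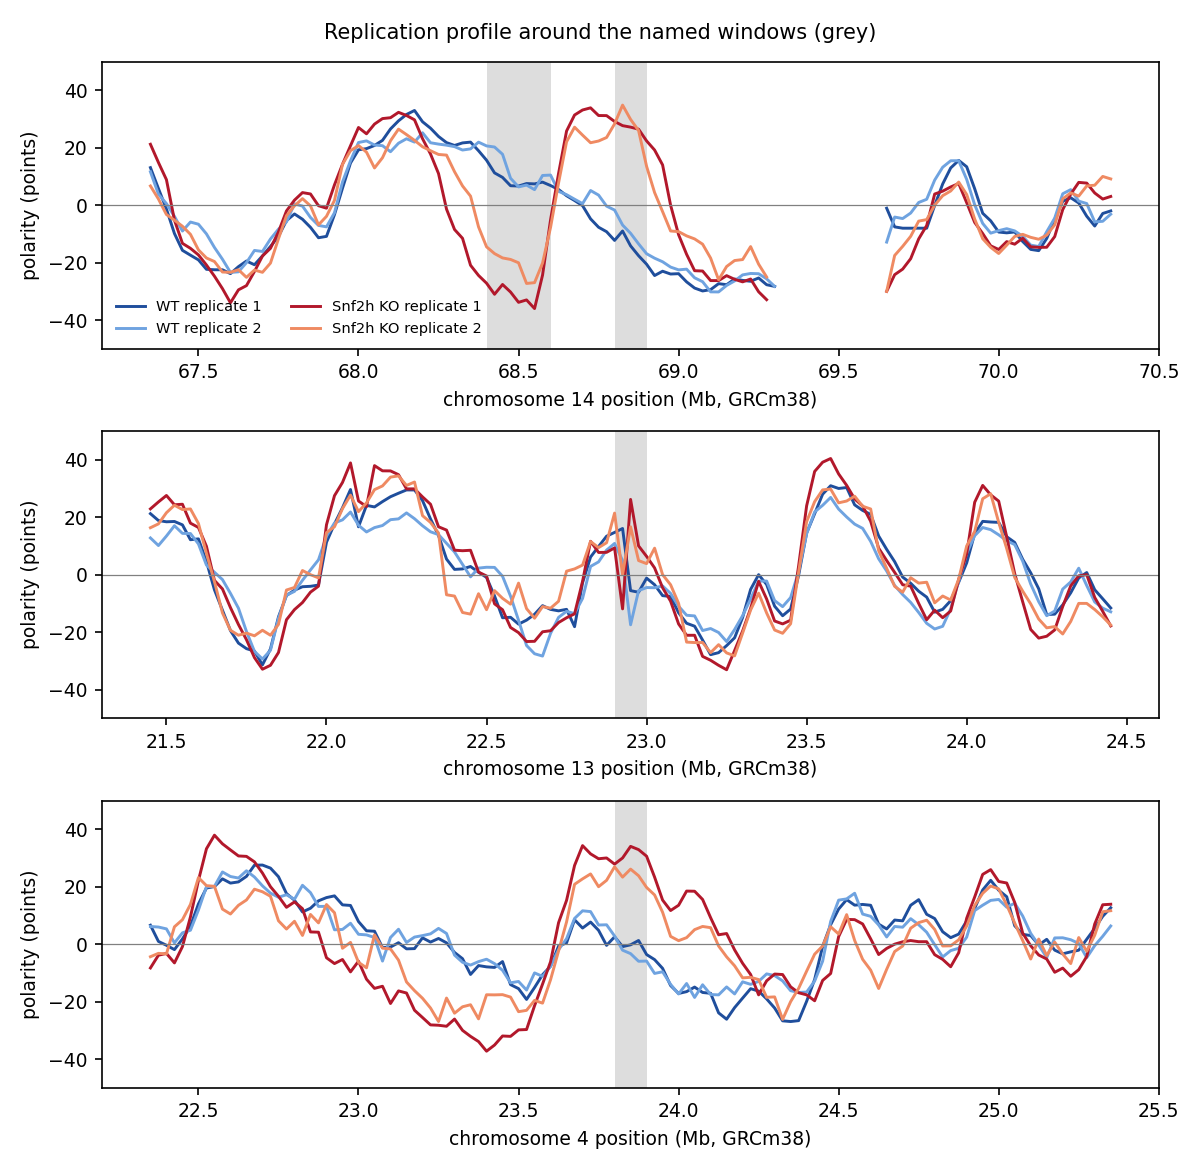
Polarity (percentage points) of each library along the regions of the named windows on chromosomes 14, 13 and 4 (position in Mb, GRCm38), with the named windows in grey, a line per library and breaks where windows have no value. On chromosome 14 both KO libraries lie below both WT libraries in the window from 68500001 (difference -37.9 points) and above them in the window from 68800001 (40.5 points).

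Rising and falling segments were called to compare the number and length of transitions in the profile. Rising segments numbered 2554 and 2609 in WT and 2419 and 2571 in KO. The difference of -86.5 was about the replicate SD of 80.8 segments (exact permutation p = 0.667). Falling segments numbered 2591 and 2669 in WT and 2405 and 2715 in KO, a difference of -70 against a replicate SD of 159.8 (exact permutation p = 1). The signs of both differences changed with the minimum rise: with a minimum of 15 points, which is 30% of the bound, they were 237.5 and 454.5 segments. The replicate SDs were then 176.5 and 271.1 (exact permutation p = 0.667 and 0.333), with both KO libraries above both WT libraries for falling segments. A minimum fixed in points favours libraries of higher amplitude, whereas the main minimum scales with the SD of each library. The differences with 15 points therefore cannot be told apart from that in amplitude. With a running mean of 9 windows the differences were -105.5 and -106 segments, against replicate SDs of 17.4 and 17. Both KO libraries then lay below both WT libraries (exact permutation p = 0.333 for each). The median rising segment was 225 kb long in every library. The median falling segment was 300 and 275 kb long in WT and 300 and 225 kb long in KO.

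Median steepness of rising segments was 12.2 and 10.8 points per 100 kb in WT and 16.2 and 12.3 points per 100 kb in KO. For falling segments it was 8.96 and 8.25 points per 100 kb in WT and 11.6 and 10.0 points per 100 kb in KO. The genotype differences of 2.77 and 2.23 points per 100 kb exceeded the replicate SDs of 2.05 and 0.863 (exact permutation p = 0.333 for each). For rising segments, KO replicate 2 at 12.3 lay only just above WT replicate 1 at 12.2. The KO to WT ratios of 1.24 and 1.26 were close to the 1.24 of the SD of polarity. The differences in steepness therefore cannot be told apart from that in amplitude.

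The height of the same transitions was then compared, over 2433 common rising segments called on the mean of the 4 libraries. The mean rise was 29.8 and 26.1 points in WT (27.9 ± 2.62, SD, n = 2) and 39.1 and 28.7 points in KO (33.9 ± 7.42, SD, n = 2). The difference of 6.0 points was slightly above the replicate SD of 5.56 points, and KO replicate 2 lay below WT replicate 1 (exact permutation p = 0.667). After standardising each library the direction reversed, from a mean rise of 2.03 and 2.04 SD in WT to 1.99 and 1.97 SD in KO. The difference was -0.0557 SD, against a replicate SD of 0.0105 SD (exact permutation p = 0.333). The mean profile around 2293 segments spanned 28.1 and 24.6 points in WT and 37.2 and 26.9 points in KO. In units of each library's SD it spanned 1.92 in both WT libraries, and 1.91 and 1.85 in KO replicates 1 and 2.

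**Figure D3:**
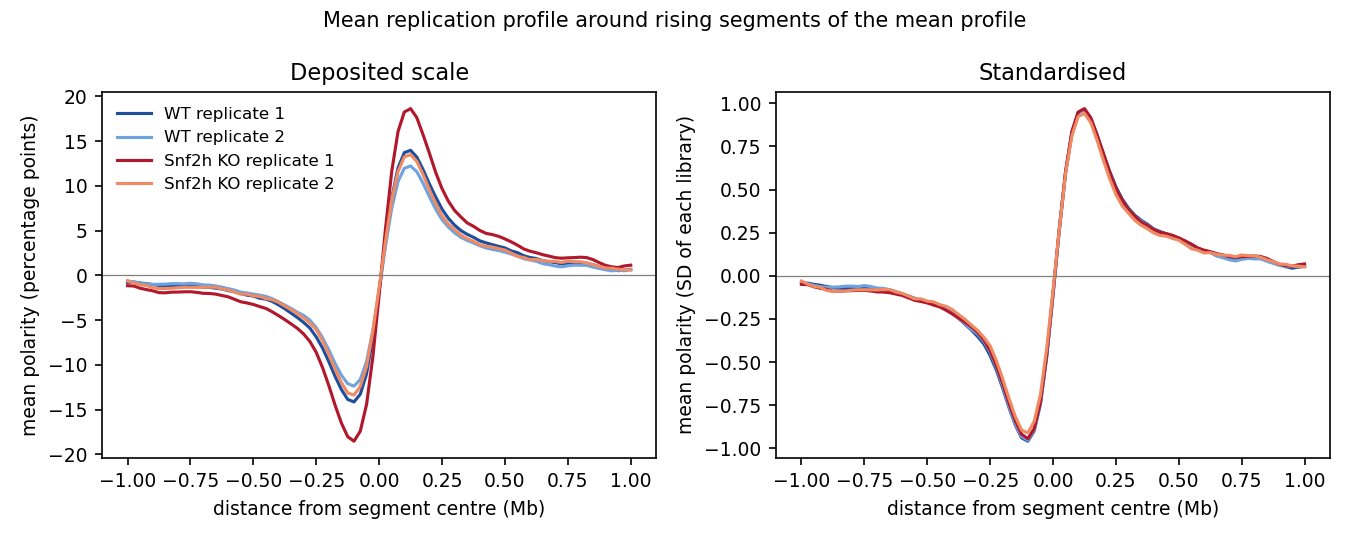
Mean polarity against distance (Mb) from the centre of 2293 common rising segments, in percentage points and in units of each library's SD, with a line per library. The span is widest in KO replicate 1 (37.2 points) on the deposited scale, and lies between 1.85 and 1.92 in all 4 libraries once standardised.

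The 3 common segments with the largest rise lay on chromosomes 16, 17 and 18. The segment at 64650000 to 64975000 on chromosome 16, which holds Zfp654, Cggbp1 and part of Htr1f among other genes, rose by 58.5 ± 1.80 points in WT and 71.6 ± 14.0 points in KO (SD, n = 2 each; exact permutation p = 0.333). Its difference of 13.1 points was above the replicate SD of 9.95 points, but changed sign to -0.0498 SD after standardising, whereas the differences of the segments on chromosomes 17 and 18 stayed positive, at 0.680 and 0.0623 SD. The segment at 36725000 to 37300000 on chromosome 17 spans a gene-dense region with Trim26, Zfp57, Mog, Gabbr1, H2-M3 and olfactory receptor genes. It rose by 52.2 ± 4.42 points in WT and 75.3 ± 7.69 points in KO, a difference of 23.1 points against a replicate SD of 6.27 points (n = 2 each; exact permutation p = 0.333). The segment at 66325000 to 66600000 on chromosome 18, which holds Pmaip1, rose by 56.3 ± 0.443 points in WT and 70.7 ± 12.0 points in KO, a difference of 14.4 points against 8.49 points (n = 2 each; exact permutation p = 0.333).

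The positions of rising segments were compared between libraries. Of the rising segments, 88.0% were shared by the WT libraries and 83.7% by the KO libraries. Between genotypes, KO replicate 1 shared 83.8% and 81.9% with WT replicates 1 and 2, and KO replicate 2 shared 79.1% and 78.0%. After one profile of a pair was shifted by 2 Mb, 21.7% to 23.2% were shared. The mean was 85.9% within and 80.7% between genotypes, a difference of 5.18 percentage points that was the largest of the 3 splits (exact permutation p = 0.333). Benjamini-Hochberg adjustment covered 7 permutation tests, those of mean polarity, the SD of polarity, correlation, rising segments, falling segments, segment rise and shared segments. The lowest adjusted p-value was 0.778. The other permutation p-values printed here are unadjusted.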

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

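The test in this part was written before its result was seen, and none was chosen afterwards. The X chromosome was outside the comparisons of the report, and its amplitude relative to the autosomes was higher in KO than in the WT controls. Over 1462 windows that do not overlap, the ratio of the SD of polarity on X to that on the autosomes was 1.07 and 1.05 in WT and 1.08 and 1.14 in KO. The KO mean was 1.11, and the difference of 0.0511 had an exact permutation p-value of 0.333, the smallest that 2 against 2 libraries allow. A technical explanation is noise independent between libraries, for example from fewer reads on X. The same ratio computed from the shared-signal SD, which leaves such noise out, was 1.01 in WT and 1.05 in KO. Its difference of 0.0365 stayed above 0.0255, the level set in advance below which noise would account for the difference. That result rests on a single value per genotype, and the replicate SD of the plain ratio was 0.0309. How much of the difference such noise explains therefore remains open. KO replicate 2 had the highest local residual SD on X relative to the autosomes, 1.27, against 1.09 and 1.13 in WT and 1.07 in KO replicate 1. Depth, mappability and the copy number of X were not tested, and the pattern cannot be told apart from them. A genotype effect therefore remains a hypothesis that rests mainly on KO replicate 2.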

How the results depend on the processing

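The test of differing segments, the alternatives for mean segment lengths, the block together with standardising and the division of each library by its mean rise were chosen after the results were seen. Omission of a library and settings that could not move a result are left out of the counts that follow. Of the other 54 alternatives for the comparisons, 34 gave the same result (the same direction, or a count within 1.5 times), 6 reversed the sign and 14 moved the value. Of the other 69 alternatives for the named windows, the named segments and mean segment lengths, 62 gave the same result, 5 were weaker, all on the atanh scale, and 2 reversed. No permutation test of the design could pass 0.05, so none shows stability of significance.

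The number of differing windows depended most on the processing. Against 13, it was 72 over overlapping windows, 24 without the outer 0.5% (10 higher and 14 lower in KO), 54 at an adjusted p-value under 0.1, 302 with limma's trend and robust options, 630 with the replicate block, 88 with each library standardised, 142 with each library divided by its mean rise and 856 with the block and standardising. On the atanh scale it was 0, with 2660 windows at an unadjusted p-value under 0.05. With X it was 11 and after centring 12. The minimum difference of 5 points left 13, and could not move the count because every call was larger. The original 13 were all called again under each of these except with X (9), centring (12) and atanh (0); the looser threshold and the minimum difference could not lose any. The cause was not tested, and the counts with the block do not show that pairing by replicate number reveals more differences.

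The genotype difference in rising segments was 27 with a minimum of 0.5 SD and 237.5 with 30% of the bound, reversed from -86.5. For falling segments it was 13.5 with a running mean of 3 windows, 169.5 with 0.5 SD and 454.5 with 30% of the bound, reversed from -70. With 30% of the bound the replicate SD was 271.1 falling segments, and both KO libraries lay above both WT libraries. The difference in mean rising length changed from -3.76 kb to 0.816 kb with a running mean of 9 windows. The cause was not tested for any of these, but a minimum of 30% of the bound is fixed in points and favours libraries of higher amplitude. With a running mean of 9 windows the differences were -105.5 for rising and -106 for falling segments, against replicate SDs of 17.4 and 17. Standardising reversed segment rise to -0.0557 SD and the rise at 64650000 on chromosome 16 to -0.0498 SD. A rise is itself a measure of amplitude, which this scaling divides out, so values near 0 would follow from the scaling. For segment rise the replicate SD was 0.0105 SD, with both KO libraries below both WT libraries. The cause of that remaining difference was not tested.

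Differing segments numbered 22 on the deposited scale, 21 larger and 1 smaller in KO. They numbered 328 after standardising (121 larger and 207 smaller), 326 after division by the mean rise (145 larger and 181 smaller), 334 with the replicate block (310 larger and 24 smaller), 10 with a running mean of 9 windows and 13 with a minimum of 0.5 SD. Standardising and division by the mean rise bring the median difference near 0 (-0.0434 and -0.00211), so the shares of larger and smaller calls under them follow in part from the scaling.

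Across the 4 fits that each left out a library, the within minus between correlation ranged from 0.0158 to 0.0709. Segment rise ranged from 0.405 to 10.7 points, shared segments from 2.30 to 9.45 percentage points and the SD of polarity from 0.796 to 5.72 points. The difference in rising segments ranged from -162.5 to -10.5, and that in falling segments from -225 to 85. Omission of KO replicate 1 gave the lowest value for segment rise and the SD of polarity. It gave the highest for the correlation, shared segments, rising segments and falling segments. Without KO replicate 1, the difference in rise at 64650000 on chromosome 16 was 3.25 points against 13.1, and that at 66325000 on chromosome 18 was 5.89 points against 14.4. With 2 libraries per genotype, omission of a library cannot move a difference of means over fixed values by more than the replicate spread. The ranges for the SD of polarity, the numbers of segments and the named segments therefore show no stability. The correlation, shared segments and segment rise are not such differences, and this limit does not cover them. Differing windows, differing segments and the shared-signal SD gave no value there, because a genotype was left with a single library. Read depth was not estimated, so what it limits cannot be stated beyond windows without a value.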

Other observations

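The tests of a duplicated WT library, of steepness against random-phase profiles and of gene counts in segments larger against smaller in KO were written before their results were seen; all other tests in this part were chosen after the result was seen.

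The label of WT replicate 2 carries the index sequence of WT replicate 1, which may mean that both are a single library. The SD of the difference between the WT libraries was 0.587 times that between the KO libraries, above the limit of 0.5 set for duplicates, and 0.0422% of windows had the same value in both WT libraries against 0.0845% in both KO libraries. A duplicate is thus unlikely, and the column name of WT replicate 2 carries an index of its own. No biological explanation was tested.

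The higher mean SD of polarity in KO may come from a single library. Without KO replicate 1 the difference was 0.796 points in place of 3.26, under the WT replicate SD of 1.27 points, but omission of the higher library must lower it, so this does not decide the question. Within same-numbered pairs KO was higher in both, with ratios of 1.33 and 1.13. Noise independent between libraries would bring the KO to WT ratio of the shared-signal SD to about 1, and it was 1.21. This is a single value with no test, and it has no spread of its own. The KO to WT ratios of the plain SD over pairs of libraries had an SD of 0.229. Those ratios share libraries and include the independent noise. The ratio of 1.21 therefore does not settle the question. The labels do not say whether same-numbered libraries were prepared together. A genotype effect on amplitude, with replicate 1 higher in both genotypes, cannot be told apart from a difference in preparation or growth of KO replicate 1.

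Other splits of the libraries were run for the differing windows. The real split gave 13 windows, and 1 of the 3 splits, the real one itself, gave as many. WT replicate 1 with KO replicate 2 against the rest, which also parts both same-numbered pairs, gave 3 windows (219 at an unadjusted p-value under 0.05). The split that keeps same-numbered libraries together gave 0 (965 unadjusted). With 3 splits the share cannot fall under 0.05, so a chance split cannot be excluded. An amplitude difference between libraries could create such calls, and all 13 windows were called again after standardising. In most of the 13, however, both WT values had the opposite sign to both KO values. Scaling keeps such signs, so standardising was a weak test here. An amplitude difference alone would keep the sign as well, and would not give these reversals.

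Rises over the 2433 common segments were also tested with limma. A total of 22 segments had an adjusted p-value under 0.05, 21 larger and 1 smaller in KO, with a median difference over all segments of 6.18 points and 372 at an unadjusted p-value under 0.05. After standardising, 328 of 2447 segments passed, 121 larger and 207 smaller. Of the 22, 21 were present among the 2447 segments, and all 21 passed. Division by the mean rise gave 145 larger and 181 smaller. Both other splits gave 0 segments on the deposited scale (77 and 0 unadjusted) and 0 after standardising (17 and 18 unadjusted), so 1 of the 3 splits gave as many, and chance cannot be excluded for the reason above. With the replicate block on the deposited scale, 310 were larger and 24 smaller, so smaller rises in KO were common only under scalings that bring the median difference near 0.

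The segment with the smallest p-value lay at 68525000 to 68700000 on chromosome 14, over Adam7, Adamdec1 and Adam28. The change over it was -8.82 and -4.72 points in WT and 62.5 and 46.2 points in KO, a difference of 61.1 points (SE 7.13; limma adjusted p = 3.08e-14), so a rise was present in KO and not in WT. The segments on chromosomes 1 and 10 named below had the same SE. Their KO SDs were 7.16 and 10.5 points, against 11.6 points here. The p-values on this scale therefore rest on a spread shared between segments, not on each segment's own replicates. Noise in a few windows was tested by the length of the flanking stretches in which both KO libraries lay on the same side of both WT libraries. KO was lower in 17 consecutive windows (68150001 to 68650000) and higher in 22 (68575001 to 69200000), where windows fewer than 4 steps apart overlap. Standardising left a difference of 3.68 SD (limma adjusted p = 4.08e-21), but it could not test an amplitude difference here, because scaling keeps the sign of each change. An amplitude difference alone would keep that sign as well, and the changes were negative in both WT libraries and positive in both KO libraries. A homozygous deletion of a whole window would leave it with a value in WT and none in KO. This held for 0 of the 39 windows across the stretches, which were delimited by their KO values, so the count cannot exclude a deletion nearby. Within 1 Mb of the stretches, 1 of 119 windows (69250001 to 69350000) had a value in both WT libraries, -28.3 points in each, and in neither KO library. It adjoins 13 windows with no value in any library, and 144 of 98520 autosomal windows had values in both WT libraries and neither KO library, against 0 the other way round. Deletions, other rearrangements or a variant of the KO clone cannot be told apart from a transition gained through loss of Snf2h, which may be examined in an independent clone. Larger rises in KO were also found at 10775000 to 10975000 on chromosome 1 (difference 35.1 points, limma adjusted p = 0.00104) and at 36850000 to 37025000 on chromosome 10 (34.5 points, limma adjusted p = 0.00107). After standardising, smaller rises were found at 61850000 to 62150000 on chromosome 17 (difference -2.06 SD, limma adjusted p = 1.78e-08) and at 43125000 to 43375000 on chromosome 7 (-1.92 SD, limma adjusted p = 3.54e-08).

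Rising segments were steeper than falling segments in every library, with ratios of median steepness of 1.36 and 1.31 in WT and 1.39 and 1.23 in KO (difference -0.0242, exact permutation p = 1). The running mean and extrema of a symmetric correlated profile could create such a difference. Of 100 random-phase profiles with the spectrum of the mean profile, 0 reached its ratio of 1.43, and their ratios lay between 0.982 and 1.02. Rising segments may therefore be the sharper kind of transition, as initiation zones would be, but the sign convention of the table is not stated and this was not tested.

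Segments that differed after standardising held fewer protein-coding genes than the others, 2.59 against 4.48 on average. Smaller rises or shorter lengths may explain this, so lists matched on mean rise and length were drawn. The matched lists held 3.84 genes on average, the difference was -1.25, and none of 10000 lists was as low (lowest 3.25; permutation p = 0.0001, the smallest they can give). The replicate SD was 1.12 times higher in segments with 0 or 1 genes than in those with more, and a noise effect on the calls cannot be told apart from a preference for gene-poor regions. Segments larger and smaller in KO did not differ in gene number (difference 0.215 genes, permutation p = 0.47), so chance remains sufficient there.

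Values outside the comparisons were as follows. The mitochondrial window (1 to 16299) had polarity of -41.9 and -38.1 points in WT and -41.1 and -37.5 points in KO. Mean polarity over 37 windows of the Y chromosome was 3.63 and 2.04 points in WT and -2.97 and -0.0718 points in KO (exact permutation p = 0.333). No explanation was tested for either.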
